A study of Homo sapiens with 8 samples. Its data were reported in "Gene Reactivation by 5-Aza-2′-Deoxycytidine–Induced Demethylation Requires SRCAP–Mediated H2A.Z Insertion to Establish Nucleosome Depleted Regions" (2012).

How the data were processed

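Total RNA from RKO cells, a human colon carcinoma line, was labelled and hybridised to Illumina HumanWG-6 v3 expression arrays, which carry beads of 1 probe sequence each. Cells had received 100 nM of a non-target (NC) siRNA or of an siRNA against SRCAP for 24 h and then 1 µM 5-Aza-CdR, a cytosine analogue that blocks maintenance of DNA methylation, or PBS. The sample labels give 72 h for the drug or PBS, whereas the methods of the study describe a shorter exposure with RNA collected 72 h after it. The values do not settle which holds, so only the groups are used here. There were 4 groups (NC with PBS, NC with 5-Aza-CdR, SRCAP with PBS and SRCAP with 5-Aza-CdR) of 2 arrays each. The labels do not say whether the 2 replicates of a group came from separate cultures, so p-values measure the spread between these samples, which may be partly technical.

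Bead-level data were summarised per probe in BeadStudio 3.0.1, per the submitters' processing notes. The deposited intensity values are mean bead signals on a linear scale, neither background-subtracted nor normalized between arrays. The deposited detection p-value of each probe and array compares its signal with the negative control beads of that array. A further table of the authors holds values they describe as log2 after robust spline normalization in the lumi package, whose version is not given. Set against log2 of the signals of the same array, that table had a slope of 0.475 to 0.61 among probes with a signal below 150 and of 0.975 to 1.07 above 2000, so low signals are compressed in it and its unit there is not plain log2. It was used as an alternative. Its column medians were between 7.44 and 7.45. Neither table states a genome build and no position is given.

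The signal table held 48805 lines with a probe ID, and 2 IDs that occurred on more than 1 line were left out, which left 48801 probes. Signals were background-corrected with normexp from the detection p-values, given an offset of 16, quantile normalized and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). Probes with a detection p under 0.01 on at least 2 of the 8 arrays were kept, whatever their group, which gave 20328 probes. Gene names came from the platform annotation at GEO and were updated through the gene ID in a RefSeq gene table, where 27539 probes matched. Of all probes 27576 had 1 symbol, 13 had several and 21212 had none in that annotation, which means unnamed here and not without a gene. The kept probes with 1 symbol numbered 15842 and covered 11670 genes. A gene was represented by its kept probe with the highest mean signal over the 8 arrays.

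On the arrays 17838 to 19767 probes (36.6% to 40.5%) were detected. Replicates correlated at r = 0.983 to 0.993 across kept probes. The number of arrays limits the precision. Where a probe was detected on no array of a group, the fold against that group is a bound, written "at least": the mean of the brighter group minus the mean, over the arrays of the dim group, of the higher of the lowest signal of any detected probe and the signal of the probe itself.

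A linear model with 1 coefficient per group was fitted to all 8 arrays with limma, so that the groups share 1 estimate of the spread (4 residual and 5.85 prior degrees of freedom). The methods of the study used SAM on pairs of groups. The 7 contrasts were the effect of 5-Aza-CdR in NC and in SRCAP siRNA cells and its average, the effect of the knockdown under PBS and under 5-Aza-CdR and its average, and the interaction, which is the 5-Aza-CdR effect in SRCAP siRNA cells minus that in NC siRNA cells. Tests were two-sided. A probe was called at an adjusted p (Benjamini-Hochberg within the contrast) under 0.05, with no fold threshold. The attenuation was the median interaction over the probes called higher on average, a choice that favours neither siRNA, and was tested with fry, which asks whether the probes of a set move one way on balance, and with camera, which compares a set with the other probes. An exact two-sided permutation test of the same median, added after the data were examined, exchanged the siRNA labels among the 4 arrays of each treatment in all 36 ways with the probe set held fixed. As these exchanges ignore the slide, the labels were also exchanged only between arrays of the same slide, in 16 ways.

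The named genes were fixed by rule before the data were examined, as were the tests, the lists and the alternatives not described as added. They are SRCAP and the genes followed by the study, the 15 largest increases and 5 largest decreases of each 5-Aza-CdR contrast, the 8 largest changes in each direction of the other contrasts, all among called representative probes that changed the same way on both slides, and up to 4 members of each list with the smallest p for the average 5-Aza-CdR effect. The 19 lists were methylation-silenced genes named by the study, constitutively expressed genes named by the study, cancer-testis and germline genes, genes commonly methylated in colon cancer, imprinted genes, interferon-stimulated genes, p53 target genes, S phase genes, G2 and M phase genes, histone genes, DNA methylation machinery and 5-Aza-CdR metabolism, SRCAP and p400 complexes with H2A.Z, unfolded protein response genes, housekeeping genes, and markers of muscle, neurons, fibroblasts, blood cells and colon epithelial differentiation. They hold 513 genes, of which 476 had a named probe. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists within a contrast.

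Per the labels, replicate 1 of every group shared 1 slide and replicate 2 another, so the replicate numbers pair the samples by slide. The correlation of deviations from the group means was 0.712 between NC with PBS and NC with 5-Aza-CdR, 0.523 between NC with PBS and SRCAP with PBS, and 0.392 between NC with 5-Aza-CdR and SRCAP with PBS. With SRCAP with 5-Aza-CdR it was 0.00354 to 0.0639, so the arrays of that group did not follow the slides. The fit with the slide as a block is given where it changes a call or moves a count by over 1.5 times.

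On simulated data with 20328 probes of which 200 were changed, in 10 runs of the 2 against 2 comparison, the fit recovered 32.9% of changes of 1 and 98.9% of changes of 2 on the log2 scale, with 7% of calls false. The changed probes were given a weaker response on the simulated SRCAP siRNA arrays, so a case without any interaction was not simulated. The median error of the interaction against the value set was -0.0147 over the probes called higher on average. It was -0.107 over probes chosen in NC siRNA cells. The simulated noise was independent between probes and arrays, with no slide difference and no background floor. These error and recovery rates may therefore not hold for the real arrays. Alternatives were the authors' table, no background correction, an offset of 50, centring on the median in place of quantile normalization, no detection filter or detection on all 8 arrays, the slide block, eBayes with trend and robust settings, leaving out each array, fits to the 4 arrays of a contrast, SAM, a fold threshold, and other probe sets. SAM was written anew from its published statistic because its package was not installed. Figures were drawn with matplotlib 3.10.9.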

Results

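Gene expression was measured on 8 arrays of RKO colon carcinoma cells to ask whether reactivation of methylated genes by 5-Aza-CdR depends on SRCAP, the ATPase of a complex that exchanges histone H2A for the variant H2A.Z. Cells had NC or SRCAP siRNA and then PBS or 5-Aza-CdR, with 2 arrays in each of the 4 groups. Between 17838 and 19767 probes were detected per array, 36.6% to 40.5% of all. Values are normalized log2 signals, written as mean ± SD with n = 2 arrays per group, and differences are log2 changes ± SE from limma.

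SRCAP itself was lower in the cells that had received its siRNA. The SRCAP probe (ILMN_1750641) read 6.82 to 7.19 on the 4 NC arrays and 6.46 to 6.72 on the 4 SRCAP siRNA arrays. The difference was -0.47, or 72.0% of the NC level. The groups did not overlap, which gave p = 0.0286 in a two-sided exact permutation test over the 70 ways to divide 8 arrays into 4 and 4, the smallest p that this test can give. These divisions ignore treatment and slide. The 36 exchanges of siRNA labels within each treatment allow no two-sided p under 0.0556, so the p under 0.05 rests on the free division. Among all probes the average knockdown effect on SRCAP was not called (adjusted p = 0.172, and 0.0674 with the slide block). The separation rests on normalization: raw SRCAP signals had means of 236 and 204 but overlapped, with 213 on slide 1 for NC with 5-Aza-CdR and 219 and 216 for SRCAP with 5-Aza-CdR. The probe lies close to background, where the size of a decrease is understated. A further SRCAP probe (ILMN_1833744) was detected on no array and was not tested.

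5-Aza-CdR raised the expression of genes that were silent in NC siRNA cells. The largest changes included germline genes, with VCX3B at 4.71 ± 0.05 under PBS and 12.88 ± 0.76 after the drug (8.16 ± 0.33, at least 150.4-fold) and DAZL, a germ cell RNA-binding protein, at 4.61 ± 0.06 and 12.25 ± 0.32 (7.64 ± 0.26, at least 97.5-fold). LOX, which cross-links collagen, rose from 4.74 ± 0.22 to 12.51 ± 0.13 (7.77 ± 0.22, at least 116-fold), and the melanoma antigen MAGEB2 rose at least 86.5-fold. CDKN2A, the cell cycle inhibitor locus silenced by methylation in this line, rose from 4.50 ± 0.06 to 8.13 ± 0.31 (3.63 ± 0.22, adjusted p = 6.71e-06, at least 5.59-fold). In all, 540 probes of 390 genes were higher and 11 probes of 9 genes were lower (653 and 56 probes with the slide block).

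The other genes among the 15 largest increases in NC siRNA cells were VCX, H2AB1, VCX3A, CT45A3, GAGE4, FMR1NB, H2AB2, HCLS1, LRCH4, PAGE2B and VCX2, of which GAGE4 (6.56 ± 0.30) and LRCH4 (6.28 ± 0.28) were detected under PBS. The others were not, and rose by at least 32.5-fold (PAGE2B) to at least 117-fold (VCX), so that the order among them is uncertain. HCLS1, a signalling adaptor of blood cells, rose at least 75.5-fold. A second LRCH4 probe was not called (0.36, adjusted p = 0.929), and of 3 further VCX2 probes 2 were called and 1 was not (0.62, adjusted p = 0.462). Members of the VCX, H2AB, GAGE and CT45 families are close copies, so their probes may share targets and the family member is uncertain. Decreases were smaller. The autophagy gene MAP1LC3C changed by -1.45 ± 0.33 (adjusted p = 0.0482), PDCD1LG2, a ligand of the immune checkpoint receptor PD-1, by -1.11, MNS1 by -0.99 and C1orf21 by -0.98. A second MNS1 probe read -1.07 and was not called (adjusted p = 0.118).

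Of 753 tested probes that were not detected on any of the 4 PBS arrays, 380 rose in NC siRNA cells, and 106 of 16150 probes detected on all 4 did. The former had to be detected on at least 2 arrays after the drug to be tested at all, so the filter favours increases among them and the shares are not compared. It acts on the lists too. Of members named on the array, 44 of 66 cancer-testis and germline genes were measured, 4 of 10 muscle genes, 4 of 14 fibroblast, 7 of 14 neuronal and 9 of 15 blood cell markers. Shares called, medians and camera p-values of such lists after 5-Aza-CdR therefore lean upward with either siRNA. Cancer-testis and germline genes rose most often among the larger lists, with 34 of 44 measured members called (39 adjusted over the list alone), a median change of 2.34 (1.56 with undetected members at their bound) and a camera adjusted p of 4.67e-74. Among them were MAEL (at least 15.9-fold) and CTCFL (at least 21.4-fold), a testis paralogue of CTCF. All 5 measured methylation-silenced genes named by the study rose, CDKN2A, CTCFL, SYCP3 (at least 15.5-fold), EPM2AIP1 (at least 3.78-fold) and CHFR (2.27 ± 0.23), with a median of 3.63 (2.48 with bounds) and a camera adjusted p of 2.89e-20. The study picked 4 of them from these samples, so their direction and the 5 called when adjusted over the list alone are not independent evidence. Both calls held with an estimated correlation (adjusted p = 0.0216 and 0.0175). Further probes of CDKN2A (ILMN_1757255) and SYCP3 (ILMN_2123525) were detected on no array, also after the drug, and were not tested.

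Targets of p53 rose as a list in NC siRNA cells, with 5 of 35 called (12 adjusted over the list alone, 10 with the slide block), a median of 0.57 (0.54 with bounds) and a camera adjusted p of 3.14e-12 (adjusted p = 0.0216 with an estimated correlation). SPATA18 rose at least 5.76-fold, the autophagy regulator TP53INP1 by 2.18 ± 0.33, the stress cytokine GDF15 by 2.03 ± 0.30 and the glycolysis regulator TIGAR by 1.10 ± 0.22. Of 27 genes commonly methylated in colon cancer, 7 rose (8 adjusted over the list alone), including the chromatin remodeller HLTF (at least 9.65-fold, where a second probe read 1.44 and was not called, adjusted p = 0.181), the pyroptosis effector GSDME (at least 3.29-fold) and TFPI2 (at least 2.11-fold). The list median was 0.02 and the mean 0.51 (camera adjusted p = 0.000338, adjusted p = 0.0782 with an estimated correlation). Of 19 imprinted genes 3 rose (3 adjusted over the list alone), SGCE (at least 15.2-fold), NNAT (at least 10.9-fold) and NDN (at least 2.60-fold), with a camera adjusted p of 0.00194 (adjusted p = 0.131 with an estimated correlation).

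Markers of other tissues rose in NC siRNA cells too, in a line that should hold no such cells. Among fibroblast markers, the intermediate filament VIM (3.34 ± 0.26) and the actin ACTA2 (2.43 ± 0.24) rose, 2 of 4 measured (4 adjusted over the list alone, median 1.54, camera adjusted p = 5.78e-08, adjusted p = 0.0216 with an estimated correlation). Among blood cell markers 4 of 9 rose (4 adjusted over the list alone), HBA1 (3.74 ± 0.38), HBA2 (at least 2.90-fold), CD14 (at least 2.22-fold) and CORO1A (1.32 ± 0.22), with a camera adjusted p of 0.000338 (adjusted p = 0.0782 with an estimated correlation). Of 7 neuronal markers 2 rose (2 adjusted over the list alone), the synaptic vesicle protein SYN1 (at least 4.14-fold) and UCHL1 (at least 1.87-fold), with a camera adjusted p of 0.00711 (adjusted p = 0.22 with an estimated correlation). Of 4 measured muscle genes, out of 10 named on the array, 2 rose (2 adjusted over the list alone), MYL4 (3.44 ± 0.27) and CKM (at least 2.49-fold). The median was 1.36 (0.84 with bounds) and the camera adjusted p 0.000137 (adjusted p = 0.0782 with an estimated correlation). The muscle regulator MYOD1 was not detected on any array.

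Of 44 interferon-stimulated genes 3 rose in NC siRNA cells (5 adjusted over the list alone, where 1 fell, and 5 with the slide block), HERC5 (3.97 ± 0.26), IFITM1 (2.09 ± 0.25) and HLA-B (1.63 ± 0.23), with a camera adjusted p of 0.00546 (adjusted p = 0.131 with an estimated correlation). Of 20 histone genes 6 rose (7 adjusted over the list alone), among them H2AC6 (1.51 ± 0.24) and H2BC5 (1.66 ± 0.25, where a second probe read 0.94 and was not called, adjusted p = 0.323), with a median of 0.62 and a camera adjusted p of 3.45e-08 (adjusted p = 0.14 with an estimated correlation). No S phase gene of 27 was called by its representative probe, alone or adjusted over the list alone, although the list lay lower at a median of -0.38 (camera adjusted p = 1.48e-07, adjusted p = 0.102 with an estimated correlation). A further probe of UNG was called lower (-0.95, adjusted p = 0.0423), where its representative probe read -0.51 and was not. MCM5 read -0.52 ± 0.22 and POLA1 -0.66 ± 0.32. Of 16 genes of DNA methylation and 5-Aza-CdR metabolism, DNMT3A rose (at least 2.26-fold, adjusted p = 0.0325), 1 also when adjusted over the list alone, while a second DNMT3A probe was not called (0.36). The list as a whole was not called (median -0.02, camera adjusted p = 0.776).

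No member was called among 31 G2 and M phase genes (median 0.08, camera adjusted p = 0.242), 13 genes of the SRCAP and p400 complexes and H2A.Z (-0.12, 0.186), 24 unfolded protein response genes (-0.01, 0.776), 16 housekeeping genes (-0.13, 0.266) or 8 colon epithelial differentiation markers (0.14, 0.186), nor when adjusted over each list alone. The constitutively expressed genes named by the study were likewise not called (median -0.22, camera adjusted p = 0.186). HSPA5, the chaperone also called GRP78, read -0.53 ± 0.21, LAMB3 -0.03 ± 0.22 and G3BP1 -0.22 ± 0.25. With all 8 arrays required to detect a probe the count of called probes was 73, since silent genes are then left out, and it was 265 in the authors' table.

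**Figure D1:**
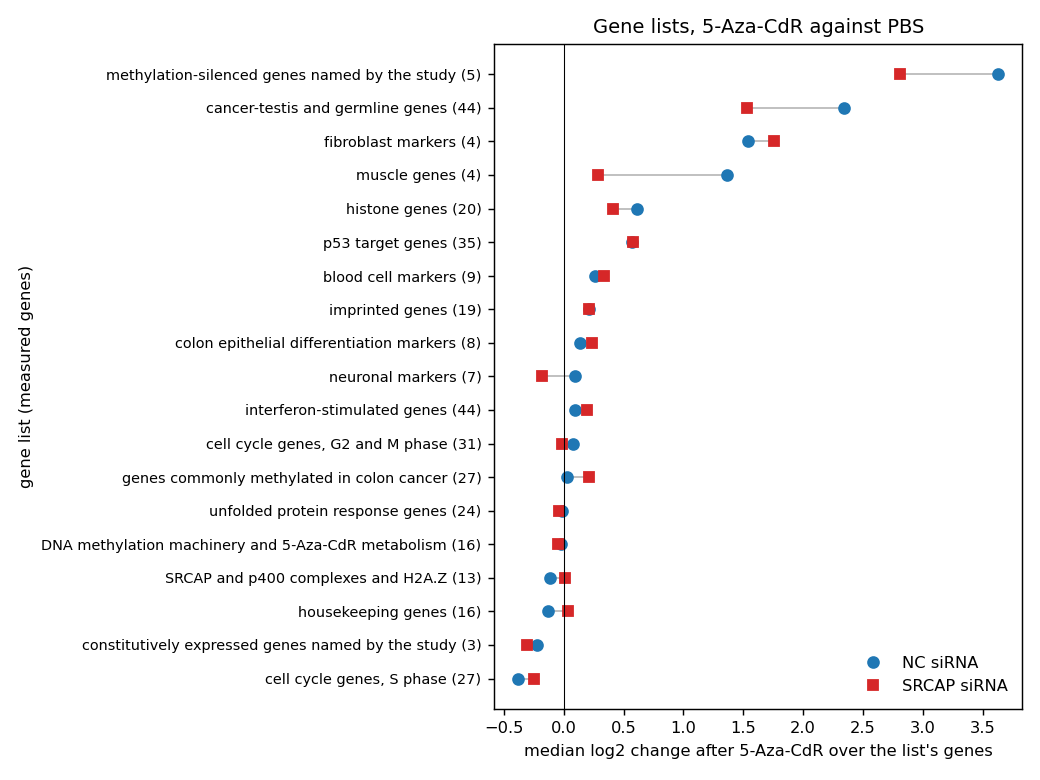
Median log2 change after 5-Aza-CdR over the measured genes of each of the 19 lists (number in parentheses), in NC siRNA cells (circles) and SRCAP siRNA cells (squares). Cancer-testis and germline genes lie at 2.34 in NC and 1.53 in SRCAP siRNA cells, and p53 target genes at 0.57 and 0.58.

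In SRCAP siRNA cells 5-Aza-CdR also raised silent genes. DAZL rose from 4.70 ± 0.01 to 12.46 ± 0.38 (7.76 ± 0.26, adjusted p = 4.62e-07, at least 109.0-fold), LOX at least 113.0-fold, MAGEB2 at least 68.5-fold and HCLS1 at least 65.4-fold. VCX3B rose from 4.63 ± 0.17 to 10.38 ± 0.30 (5.76 ± 0.33, at least 25.8-fold). CDKN2A rose from 4.65 ± 0.03 to 7.45 ± 0.04 (2.81 ± 0.22, adjusted p = 5.36e-05, at least 3.39-fold). In all, 379 probes of 280 genes were higher and 6 probes of 5 genes were lower (510 and 55 with the slide block).

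The remaining large increases in SRCAP siRNA cells were those of H2AB1, ZNF274, LRCH4, VCX, FMR1NB, GAGE4, TEX11, VCX3A, CT45A3 and MAEL, of which LRCH4 (5.81 ± 0.28) and GAGE4 (5.50 ± 0.30) were detected under PBS and the others rose by at least 15.5-fold (TEX11) to at least 33.4-fold (H2AB1). A second VCX3A probe was not called (1.54, adjusted p = 0.0796), and neither was a second LRCH4 probe (0.84, adjusted p = 0.349). IFT140, which carries cargo in cilia, changed by -1.32 ± 0.27 (adjusted p = 0.036), LMF1, which matures lipases, by -1.30 ± 0.24 and C1orf21 by -1.13 ± 0.22. The other named decreases, picked out after their values were seen, were RFX2 (-1.16) and CAMSAP3 (-0.99), beside 1 unnamed probe.

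Cancer-testis and germline genes rose in SRCAP siRNA cells with 27 of 44 members called (33 adjusted over the list alone) and a median of 1.53 (0.89 with bounds). The camera adjusted p was 3.72e-45, and the call was lost at adjusted p = 0.0504 with an estimated correlation. The 5 methylation-silenced genes named by the study all rose (5 adjusted over the list alone, again not independent evidence), with a median of 2.81 (1.76 with bounds), a camera adjusted p of 2e-17 and adjusted p = 0.0143 with an estimated correlation. CTCFL rose at least 12.8-fold, SYCP3 at least 8.78-fold, EPM2AIP1 at least 2.08-fold and CHFR by 1.47 ± 0.23. Of 35 p53 targets 8 rose (16 adjusted over the list alone, 13 with the slide block), with a median of 0.58 (camera adjusted p = 2.05e-15, adjusted p = 0.0143 with an estimated correlation), SPATA18 at least 6.40-fold and TP53INP1 by 2.07 ± 0.33.

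Fibroblast markers rose in SRCAP siRNA cells, 2 of 4 called (4 adjusted over the list alone, 4 with the slide block), with VIM at 4.15 ± 0.26 and ACTA2 at 2.53 ± 0.24 and a median of 1.76 (1.36 with bounds), and the list was called with either correlation (camera adjusted p = 5.22e-10, adjusted p = 0.0177 with an estimated correlation). Genes commonly methylated in colon cancer had 7 of 27 called (8 adjusted over the list alone), among them TFPI2 (at least 2.60-fold) and GSDME (at least 1.93-fold), at a camera adjusted p of 1.21e-05 and adjusted p = 0.0519 with an estimated correlation. Interferon-stimulated genes had 5 of 44 called (6 adjusted over the list alone), among them HERC5 (4.09 ± 0.26) and the transcription factor IRF7 (at least 1.22-fold), with a camera adjusted p of 0.000204 and adjusted p = 0.0803 with an estimated correlation. Blood cell markers had 2 of 9 called (4 adjusted over the list alone), HBA1 (2.73 ± 0.38) and CORO1A (1.96 ± 0.22), with a camera adjusted p of 9.75e-05 and adjusted p = 0.0519 with an estimated correlation. Histone genes had 5 of 20 called (6 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000622, adjusted p = 0.344 with an estimated correlation).

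Imprinted genes had 2 of 19 called in SRCAP siRNA cells (3 adjusted over the list alone), SGCE (at least 5.78-fold) and NNAT (at least 4.72-fold, where a second probe read 0.72 and was not called, adjusted p = 0.533), with a camera adjusted p of 0.00323 and adjusted p = 0.183 with an estimated correlation. NDN read 1.40 ± 0.35 from an undetected level (adjusted p = 0.119, and 0.00902 with the slide block). S phase genes lay lower without a called member, alone or adjusted over the list alone (median -0.24, camera adjusted p = 0.0026, adjusted p = 0.28 with an estimated correlation). Of 4 muscle genes MYL4 rose (2.45 ± 0.27, 1 also adjusted over the list alone) and the list was not called (camera adjusted p = 0.0801). SYN1 (at least 4.12-fold) and UCHL1 (at least 1.49-fold) rose among 7 neuronal markers (3 higher and 1 lower adjusted over the list alone), whose median was -0.18 while the mean was 0.48 (camera adjusted p = 0.117). The other 7 lists had no called member and were not called, with adjusted camera p from 0.117 for the constitutively expressed genes to 0.999 for G2 and M phase genes. Among them the DNA methylation list had a median of -0.04 and a mean of 0.05, with DNMT3A at 0.94 (adjusted p = 0.281).

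Of the 379 probes higher in SRCAP siRNA cells 350 were also higher in NC siRNA cells, 92.3% of the SRCAP list and 64.8% of the NC list, where 10.1 are expected of independent lists among 20328 probes. C1orf21 was the only probe lower in both. The contrasts share no array but share the estimate of the spread of each probe. In the authors' table the SRCAP contrast called 190 probes, and it called 75 where detection on all 8 arrays was required. Leaving out SRCAP with PBS replicate 2, SRCAP with 5-Aza-CdR replicate 1 or SRCAP with 5-Aza-CdR replicate 2 gave 255, 235 and 233 probes.

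SRCAP knockdown alone changed few genes at the chosen threshold. Under PBS, ACOX2, a peroxisomal oxidase of bile acid synthesis, fell from 9.37 ± 0.28 to 7.16 ± 0.11 (-2.21 ± 0.22, adjusted p = 0.037), and PICK1, a scaffold that binds protein kinase C, fell from 8.70 ± 0.24 to 6.47 ± 0.22 (-2.23 ± 0.25, adjusted p = 0.0487). Both were lower in SRCAP siRNA cells on each slide. A second PICK1 probe read -1.44 and was not called (adjusted p = 0.224). These 2 probes were the only calls among 20328, while 1377 probes had an unadjusted p under 0.05. With the slide block 14 probes were higher and 52 lower, and no probe was called in the authors' table, without background correction, or when NC with PBS replicate 2 or any SRCAP siRNA array was left out.

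Under PBS, interferon-stimulated genes lay lower in SRCAP siRNA cells, with a median of -0.27 over 44 genes, none called (2 lower adjusted over the list alone, 2 with the slide block, camera adjusted p = 0.000245, adjusted p = 0.414 with an estimated correlation). Unfolded protein response genes lay higher, with a median of 0.21 and none called of 24 or adjusted over the list alone (camera adjusted p = 0.0029, adjusted p = 0.434 with an estimated correlation). HSPA5 read 11.23 ± 0.09 in NC and 11.69 ± 0.14 in SRCAP siRNA cells (0.46 ± 0.21, adjusted p = 0.732), LAMB3 differed by 0.18 ± 0.22 and G3BP1 by 0.46 ± 0.25. EP400, the catalytic subunit of the p400 complex, read 0.18 ± 0.25 and VPS72, the H2A.Z-binding subunit YL-1, -0.32 ± 0.27. No other list was called under PBS.

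Under 5-Aza-CdR, a small share of the drug-responsive genes were lower in SRCAP than in NC siRNA cells. VAMP8 and VAMP5, proteins of vesicle fusion, differed by -2.76 ± 0.45 (adjusted p = 0.0403) and -2.51 ± 0.30, with VAMP5 at least 3.85-fold lower. The tyrosine kinase FES differed by -2.57 ± 0.30, the apolipoprotein APOC1 by -2.55 ± 0.37, and CRIP1 by -2.29 ± 0.23 (adjusted p = 0.0232). VCX3B (-2.49 ± 0.33), PAGE2 (-2.45 ± 0.35) and VCX3A (-2.30 ± 0.34) completed the largest decreases, although second probes of VCX3B and VCX3A were not called (adjusted p = 0.0558 and 0.0663). In all, 59 probes of 43 genes were lower and 3 were higher, and 44 of the 59 belonged to the 689 probes that 5-Aza-CdR raised on average (6.39% of the 689). These lists share arrays and the estimate of the spread, so the 2 expected of independent lists is no exact reference. The higher probes, picked out after their values were seen, were those of HAS2 (1.57), which makes hyaluronan, CALD1 (1.43) and 1 unnamed probe.

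**Figure D2:**
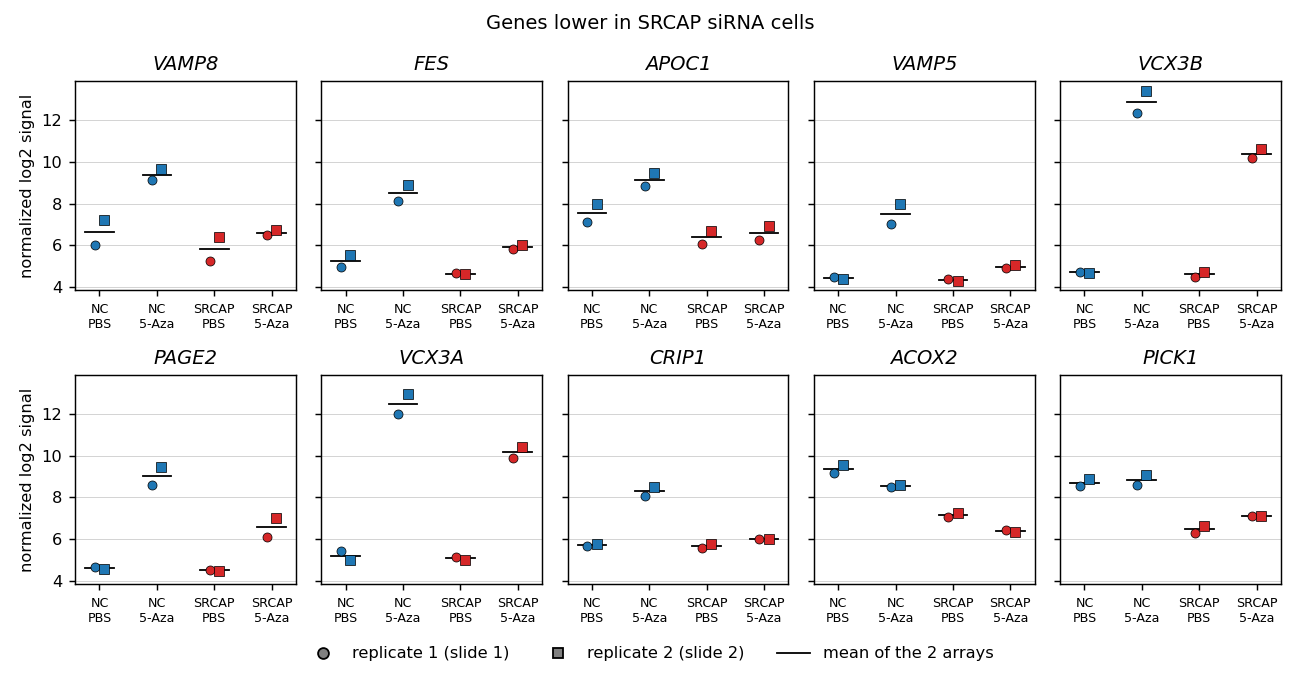
Normalized log2 signal on each array (circles slide 1, squares slide 2, line the mean of 2 arrays) of the 8 genes with the largest decreases by SRCAP knockdown under 5-Aza-CdR, and of ACOX2 and PICK1, which were lower under PBS. VCX3B lies near 4.7 under PBS with either siRNA, and at 12.88 in NC and 10.38 in SRCAP siRNA cells after the drug.

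Cancer-testis and germline genes lay lower as a list in SRCAP siRNA cells under 5-Aza-CdR, with 6 of 44 called (21 adjusted over the list alone, 16 with the slide block) and a median of -0.60 (camera adjusted p = 7.41e-16, adjusted p = 0.359 with an estimated correlation). Not every member lay lower, as DAZL read 0.21 and MAEL 0.07, neither called. The called members were PAGE2, PAGE2B (-2.20), GTSF1 (-2.00), CTAG1A (-1.96), PAGE1 (-1.77) and MAGEC2 (-1.42). The methylation-silenced genes named by the study had a median of -0.75 with none of 5 called (5 adjusted over the list alone, which is not independent evidence, camera adjusted p = 0.00037, adjusted p = 0.357 with an estimated correlation). EPM2AIP1 read -0.81 ± 0.22 (adjusted p = 0.191, and 0.0394 with the slide block). Muscle genes (-0.95, none called, 3 adjusted over the list alone, 3 with the slide block, camera adjusted p = 0.0115), histone genes (-0.38, none called or adjusted over the list alone, 4 with the slide block, camera adjusted p = 0.022) and unfolded protein response genes (0.28, none called or adjusted over the list alone, camera adjusted p = 0.022) were called as lists and lost the call at adjusted p = 0.359, 0.57 and 0.377 with an estimated correlation. Interferon-stimulated genes had none called (3 lower adjusted over the list alone, 8 with the slide block), a median of -0.12 and a camera adjusted p of 0.0564 (0.0377 with the slide block, adjusted p = 0.377 with an estimated correlation).

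The count under 5-Aza-CdR was not stable. It was 301 higher and 838 lower with the slide block, 37 with an offset of 50, and 0 in the authors' table, without background correction, or when NC with 5-Aza-CdR replicate 2 or any SRCAP siRNA array was left out, while leaving out either NC with PBS array gave 236 and leaving out NC with 5-Aza-CdR replicate 1 gave 177.

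Averaged over PBS and 5-Aza-CdR, SRCAP knockdown lowered ACOX2 (-2.18 ± 0.16, adjusted p = 0.00175), PICK1 (-1.98 ± 0.18), the metallothionein MT1F (-2.00 ± 0.37), the carbonic anhydrase-related CA11 (-1.95 ± 0.23), APOC1 (-1.87 ± 0.26), HEXIM2, an inhibitor of the elongation factor P-TEFb (-1.84 ± 0.19), VAMP8 (-1.78 ± 0.32) and NICN1 (-1.73 ± 0.22). It raised the protease PRSS23 (1.68 ± 0.26, adjusted p = 0.0235), the transcription factor KLF4 (1.45 ± 0.22), the interleukin receptor IL7R (1.41 ± 0.19), FILIP1L (1.26 ± 0.16), HAS2 (1.25 ± 0.18), PDP1 (1.25 ± 0.23), the caveolar protein CAV1 (1.23 ± 0.18) and the matricellular protein CCN2 (1.22 ± 0.15). A second KLF4 probe read 0.25 and was not called (adjusted p = 0.42). In all, 39 probes were higher and 162 lower (870 and 1237 with the slide block). Among interferon-stimulated genes PSMB9 (-1.58) and IFI6 (-1.53) fell, 2 of 44 (4 adjusted over the list alone, 9 with the slide block, median -0.27, camera adjusted p = 0.00198, adjusted p = 0.413 with an estimated correlation), and unfolded protein response genes lay higher (0.32, none called or adjusted over the list alone, camera adjusted p = 0.00198, adjusted p = 0.413 with an estimated correlation).

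On average over the treatments 3 cancer-testis and germline genes were lower in SRCAP siRNA cells (15 adjusted over the list alone, 15 with the slide block, median -0.30, camera adjusted p = 1.31e-06, adjusted p = 0.479 with an estimated correlation). The methylation-silenced genes named by the study lay at -0.35 with none called, alone or adjusted over the list alone (camera adjusted p = 0.0427, 0.0783 with the slide block, adjusted p = 0.413 with an estimated correlation). Histone genes had a camera adjusted p of 0.0807 (0.0365 with the slide block, adjusted p = 0.7 with an estimated correlation). Constitutively expressed genes named by the study had none of 3 called (2 higher adjusted over the list alone, median 0.45, camera adjusted p = 0.0807, adjusted p = 0.413 with an estimated correlation). Of these, G3BP1 read 0.58 ± 0.18 (adjusted p = 0.155, and 0.0243 with the slide block). The average count was 25 in the authors' table, 33 without background correction and 60 without the detection filter. It ranged from 0 without SRCAP with 5-Aza-CdR replicate 2, and 1 without replicate 1 of either SRCAP group, through 20 without SRCAP with PBS replicate 2, 83 without NC with 5-Aza-CdR replicate 2 and 106 without NC with PBS replicate 2, to 862 without NC with 5-Aza-CdR replicate 1 and 1197 without NC with PBS replicate 1.

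The last comparison asked whether the response to 5-Aza-CdR differed between the siRNAs. The followed genes that the drug reactivated reached a lower level in SRCAP siRNA cells, at 7.56 ± 0.04 against 6.75 ± 0.29 for EPM2AIP1, 8.13 ± 0.31 against 7.45 ± 0.04 for CDKN2A, 9.05 ± 0.03 against 8.30 ± 0.18 for CHFR, 10.07 ± 0.34 against 9.37 ± 0.04 for CTCFL and 9.60 ± 0.43 against 8.83 ± 0.10 for SYCP3. The interaction was -0.93 ± 0.32 for EPM2AIP1, -0.82 ± 0.32 for CDKN2A, -0.80 ± 0.32 for CHFR, -0.75 ± 0.39 for SYCP3 and -0.64 ± 0.33 for CTCFL, on the same side of 0 on both slides. All but CHFR were undetected under PBS with either siRNA, so their interaction rests on the treated levels. None of the 5 was called (adjusted p = 0.999 each). A second kept CDKN2A probe had an interaction of -0.81, while a further probe of CDKN2A and of SYCP3 was detected on no array. No gene was called in the interaction. In limma 0 of 20328 probes passed, with or without the slide block, and 495 had an unadjusted p under 0.05 (1071 with the block).

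**Figure D3:**
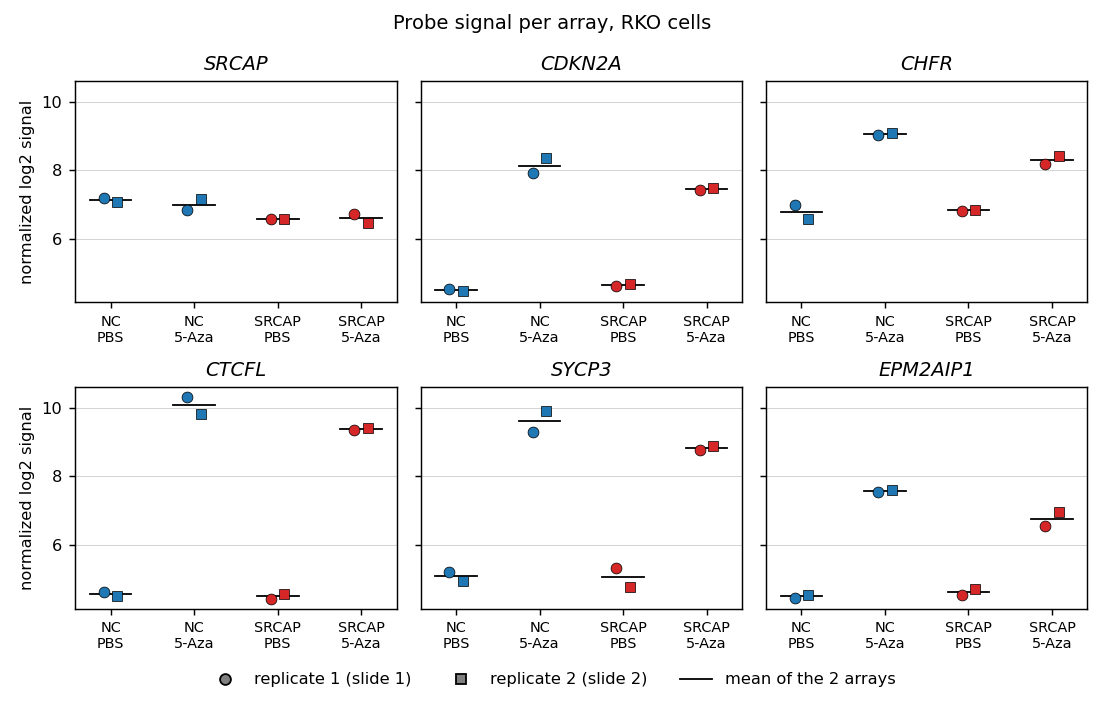
Normalized log2 signal on each array (circles slide 1, squares slide 2, line the mean of 2 arrays) of SRCAP and of 5 genes followed by the study. EPM2AIP1 lies at 4.50 and 4.62 under PBS and at 7.56 in NC and 6.75 in SRCAP siRNA cells after 5-Aza-CdR.

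As a set, the 689 probes that 5-Aza-CdR raised on average had a median response of 1.71 in NC and 1.33 in SRCAP siRNA cells. Their median interaction was -0.31 (interquartile range -0.89 to 0.09), 68.9% of the probes lay below 0, and the medians on slides 1 and 2 were -0.37 and -0.38. The set moved one way on balance in fry (p = 0.0396), but an exact permutation of the siRNA labels among the arrays of each treatment gave a two-sided p = 0.333, with 12 of 36 exchanges as far from 0 and 0.0556 as the smallest p possible. Exchanged only between arrays of the same slide, the labels gave an exact permutation p = 0.5 (8 of 16, smallest possible 0.125). Against other probes the set lay lower (camera p = 1.53e-25, or 0.0286 with an estimated correlation). Under 5-Aza-CdR the probes were lower in SRCAP than in NC siRNA cells by a median of -0.44 and under PBS by -0.03 (fry p = 0.00751 and 0.627, while exact permutation over 6 exchanges of 4 arrays gives no p under 0.333). The 2 responses correlated at r = 0.875 across the 689 probes, which are not independent replicates.

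Among these probes, the 425 that were not detected on any PBS array had a median interaction of -0.60 (fry p = 0.024, exact permutation p = 0.111 with 4 of 36 exchanges as far from 0, and 0.25 within slides), with -0.59 and -0.61 on the slides, and 78.8% below 0. The 186 that were detected on all 4 PBS arrays had a median of 0.04 (fry p = 0.981, exact permutation p = 0.833), with 0.11 and -0.05 on the slides. The difference between the silent probes and the rest of the set was not established (camera p = 0.148 with an estimated correlation, 2.09e-09 at the preset one). This division was chosen after the data were seen. Sets chosen on 1 slide and measured on the other had medians of -0.42 and -0.44.

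**Figure D4:**
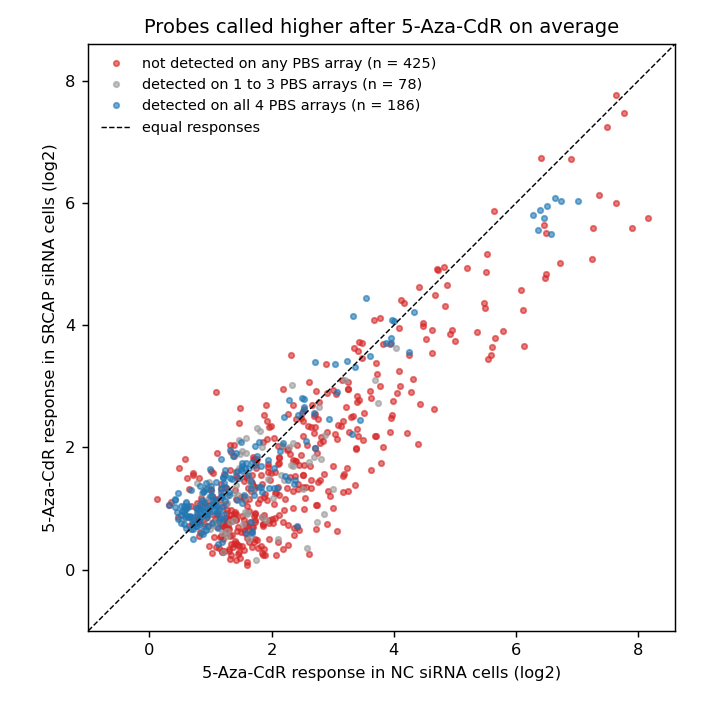
Response to 5-Aza-CdR (log2) in NC siRNA cells (x axis) and SRCAP siRNA cells (y axis) of the 689 probes called higher on average, by detection under PBS (425 on no array, 78 on 1 to 3, 186 on all 4), with a dashed line of equal response. Of all 689 probes 68.9% lie below the line, and the median interaction is -0.60 for those not detected under PBS.

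Cancer-testis and germline genes had a median interaction of -0.71, with none of 44 called (14 lower adjusted over the list alone, camera adjusted p = 2.28e-28, adjusted p = 0.221 with an estimated correlation). The methylation-silenced genes named by the study had -0.80 (none of 5 called or adjusted over the list alone, camera adjusted p = 1.1e-06, adjusted p = 0.15 with an estimated correlation), and their choice on these samples makes this no independent evidence. Muscle genes had -0.77 (none of 4 called, 2 adjusted over the list alone, camera adjusted p = 0.0018, adjusted p = 0.225 with an estimated correlation) and S phase genes 0.16 (none of 27 called or adjusted over the list alone, camera adjusted p = 0.0444, adjusted p = 0.687 with an estimated correlation). Histone genes were called with the slide block alone (median -0.32, camera adjusted p = 0.0823 and 0.0198, adjusted p = 0.687 with an estimated correlation). Where the raised probes were called anew under an alternative, that set was tested by fry and not by exact permutation. The exact permutation above allowed no p under 0.0556, so it could not have called the set. Its call by fry, not exact permutation, was lost in the authors' table (-0.12, p = 0.0681) and without background correction (-0.17, p = 0.0528). By fry, not exact permutation, it was lost with median centring (-0.41, p = 0.0838) and detection on all 8 arrays (0.04, p = 0.791). For the set called in SRCAP siRNA cells it was lost too (-0.25, fry p = 0.0828, no exact permutation). It was lost with the slide block and without SRCAP with 5-Aza-CdR replicate 2 (median -0.20). Leaving out any array other than the 2 arrays of NC with 5-Aza-CdR also ended it (medians -0.3141 to -0.4888).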

Values the study reported

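For these expression arrays the study reports a permutation analysis with SAM (1,000 permutations). By it, 5-Aza-CdR raised 130 transcripts of 97 genes in NC siRNA cells, and 105 transcripts of 86 genes in SRCAP siRNA cells. The share common to both lists is given as 81%. No gene was reported as lowered by the drug with either siRNA. SRCAP knockdown was described as having little effect on expression overall. Of the 97 genes, 44 genes covering 92 CpG loci had a difference in methylation beta value above 0.2, and their induction was reported as weaker in SRCAP siRNA cells. Beside the arrays, the study reports weaker reactivation of CHFR, CTCFL, SYCP3 and EPM2AIP1 by RT-PCR after the knockdown. It also reports less H2A.Z at the CHFR and SYCP3 promoters by ChIP, and RT-PCR of SRCAP for the knockdown itself. On methylation arrays of the same design, 2,638 CpG probes were given as demethylated by the drug in NC and 2,515 in SRCAP siRNA cells.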

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

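The tests of low signals, of single arrays and of a uniformly weaker response, and the exact permutation of siRNA labels, were chosen after the results were seen.

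Probes raised by 5-Aza-CdR had a smaller median response on the SRCAP siRNA arrays. Their median interaction was -0.3148 over 689 probes (fry p = 0.0396, exact permutation p = 0.333). The 425 of them that were silent under PBS had a median of -0.5974 (fry p = 0.024, exact permutation p = 0.111). The exact permutation allows no p under 0.0556, so it could not have called either set. Of its 36 exchanges, 12 lay as far from 0 for the 689 probes and 4 for the 425. Cancer-testis and germline genes, at -0.712 (camera adjusted p = 2.28e-28), and the methylation-silenced genes named by the study, at -0.802 (camera adjusted p = 1.1e-06), overlap with those silent probes and were flagged for the same difference between groups by camera. Muscle genes were flagged at -0.767 (camera adjusted p = 0.0018), where MYL4 and CKM of 4 genes carry the value, and S phase genes at 0.161 (camera adjusted p = 0.0444), with no gene called. None of these 4 lists kept its call with an estimated correlation. The study describes little effect of the knockdown on DNA methylation, which was not examined here.

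The smaller response of silent genes could be a loss of SRCAP function, a weaker drug effect in those cultures, or a lower reading of low signals on the arrays of SRCAP with 5-Aza-CdR, whose range as a whole was not narrower (95th percentile of signals 5286 and 5922, against 4539 and 4435 for NC with 5-Aza-CdR). Non-responding probes (2680) were matched to the silent ones on their treated level, with median centring in place of quantile normalization. Their median difference between the siRNAs under 5-Aza-CdR was -0.00592 on slide 1, where the silent probes had -0.65. On slide 2 it was -0.332 against -0.857, where a lower reading may give part of the difference on that scale. After quantile normalization the silent probes had -0.55 and -0.64 on slides 1 and 2. The matched probes were not measured after that step. A first version of the matched comparison over both slides gave -0.17, between the bounds set for it, and was then repeated per slide. The matched probes had to be detected on every treated array, which the silent ones did not, so probes that read low were left out. The slide 1 values show no lower reading, but with this selection and 1 array per siRNA they do not exclude it. The silent median stayed at or below -0.4493 with any 1 array left out (nearest to 0 without NC with 5-Aza-CdR replicate 2), so no single array gave all of it, although the fry call was lost in 5 of the 8 fits, with fry p from 0.00652 to 0.0785. Expressed probes had 0.0428 (-0.1608 and 0.03049 when chosen on 1 slide and measured on the other, -0.1396 to 0.08103 with 1 array left out), each nearer to 0 than the -0.342 that the ratio of the silent probes would give, which argues against a response weaker for all genes alike, but the 2 cannot be told apart because a difference between silent probes and the rest of the set was not established with an estimated correlation. Loss of SRCAP function and a weaker drug effect stay open, and so does the spread between samples, as 4 of 36 exchanges of the siRNA labels without regard to slide, and 4 of 16 within slides, lay as far from 0.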

How the results depend on the processing

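The slide block without SRCAP with 5-Aza-CdR replicate 2, and the sets of expressed probes, were chosen after the results were seen. Each group has 2 arrays, so a lone array left in a group is taken to vary as the other groups do. Over the named genes the slide block added a call to 29 gene and contrast pairs and ended none, and among lists it ended, besides those given in the results, the call of neuronal markers for the average 5-Aza-CdR effect (camera adjusted p = 0.0386, and 0.0743 with the block, adjusted p = 0.296 with an estimated correlation). The causes of the differences below were not tested unless stated.

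In the authors' table, 5-Aza-CdR called 265 probes (260 higher, 5 lower) in NC siRNA cells, 190 (185 and 5) in SRCAP siRNA cells, 476 (437 and 39) on average and 159 higher in both. The knockdown called 0 under PBS, 0 under 5-Aza-CdR and 25 (6 and 19) on average, and the median interaction of the raised probes was -0.1241. That table compresses low signals, which shrinks differences from undetected probes. Without background correction, which also compresses them, the counts were 324 (318 and 6), 223 (220 and 3) and 187 shared, 0 and 0 for the knockdown and 33 on average, with a median interaction of -0.168. An offset of 50 gave 1 probe under PBS and 37 (4 and 33) under 5-Aza-CdR for the knockdown.

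Median centring gave 1 probe for the knockdown under PBS and a median interaction of -0.4123. Without a detection filter the knockdown had 0 probes under PBS, 5 under 5-Aza-CdR and 60 on average. Detection on all 8 arrays leaves out silent genes by construction and gave 73 and 75 probes for 5-Aza-CdR, 151 on average and 55 shared, 1 under 5-Aza-CdR and 114 on average for the knockdown, 65 gene and contrast pairs of the named genes, a median interaction of 0.0363 and a neuronal list median of -0.115, both of the other sign. Expressed probes of the raised set, the same probes as those of the set detected on all 8 arrays, had 0.04278, and the set chosen in SRCAP siRNA cells had -0.2508.

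With the slide block the knockdown had 66 probes (14 higher, 52 lower) under PBS, 1139 (301 and 838) under 5-Aza-CdR and 2107 (870 and 1237) on average. With the block and without SRCAP with 5-Aza-CdR replicate 2 these were 5, 0 and 516 (124 and 392), with 1231 (854 and 377) for the average 5-Aza-CdR effect and a median interaction of -0.196. SAM on the authors' table called 49 and 212 probes for 5-Aza-CdR in NC and SRCAP siRNA cells, and 0 and 0 for the knockdown. Fits to the 4 arrays of a contrast called 0 under PBS and 501 (70 and 431) under 5-Aza-CdR. Camera with an estimated correlation called 11 list and contrast pairs of 49.

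Leaving out 1 array, the 5-Aza-CdR counts stayed between 412 and 529 in NC siRNA cells and between 233 and 425 in SRCAP siRNA cells, where 255, 235 and 233 came without SRCAP with PBS replicate 2, SRCAP with 5-Aza-CdR replicate 1 and SRCAP with 5-Aza-CdR replicate 2. The overlap ran from 224 and 228, without SRCAP with 5-Aza-CdR replicates 2 and 1, to 342. The average 5-Aza-CdR effect had 499 (without SRCAP with 5-Aza-CdR replicate 2) to 772 calls, and the median interaction ran from -0.519 to -0.3141. The interaction had 0 calls each time. The knockdown gave 4 under PBS without NC with PBS replicate 1, 3 without either array of NC with 5-Aza-CdR, and 0 without NC with PBS replicate 2 or any SRCAP siRNA array. It gave 0 to 236 under 5-Aza-CdR and 0 to 1197 on average, by array as listed in the results.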

Other observations

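The slide test and the look at splits balanced on slides were chosen after the results were seen, and the tests over all splits of the samples before.

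Genes lower after 5-Aza-CdR were few and of mixed function. Averaged over both siRNAs 60 probes of 41 genes were lower (225 probes with the slide block), among them the histone deacetylase HDAC4 (-1.11 ± 0.23, adjusted p = 0.0233), the membrane adaptor ANK2 (-1.09, adjusted p = 0.018), MAP1LC3C (-1.09), C1orf21 (-1.06) and LMF1 (-1.04). In NC siRNA cells alone, further probes picked out after their values were seen were those of the keratin KRT80 (-1.28), the apoptosis inhibitor BCL2 (-1.19), the potassium channel KCNQ1 (-1.07), the uracil glycosylase UNG (-0.95, where the representative UNG probe at -0.51 and a further one at -0.79 were not called) and the transcription factor FOXP1 (-0.92).

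SRCAP knockdown on average lowered NDRG4, a gene commonly methylated in colon cancer (-1.59, adjusted p = 0.00646), and CORO1A, an actin regulator of blood cells that 5-Aza-CdR raised with both siRNAs (adjusted p = 0.0226). Of 162 probes lower by the knockdown on average 38 belonged to those raised by 5-Aza-CdR, where 5.49 are expected of independent lists (207 of 1237 with the slide block, where 53.7 are expected). Of 39 higher 4 did, where 1.32 are expected, and with the block 38 of 870, where 37.8 are expected, so no excess among the higher probes was kept. The lists share arrays and the estimate of the spread, so these expectations are no exact reference.

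The number of knockdown calls may depend on slides and arrays as well as on the siRNA. With the slide as a term and SRCAP with 5-Aza-CdR replicate 2 left out 516 probes were called for the average knockdown effect, against 0 without the term, so a slide difference shared by the remaining arrays likely hides changes in the fit without it. In fits of 4 arrays against 4 without other terms, 3 of 35 splits called at least 96 probes, the siRNA split with 96, the treatment split with 601, and 1 with 269 that sets 3 of the 4 SRCAP siRNA arrays against 3 of the 4 NC arrays. Because the siRNA split counts itself and the treatment split lies above it, this share could not fall under 0.05. It therefore neither excludes chance nor speaks for it. The higher counts point to a structure of the samples that includes the drug and much of the siRNA division. Of the 18 splits with 2 arrays of each slide on either side, the siRNA and treatment splits reached 96 and the other 16 called 0, but 18 splits are too few for a share under 0.05, and the slide split called 3. For 5-Aza-CdR 1 of 35 splits, the treatment split itself, reached 601 probes, and the next called 269, so that count is unlikely to come from an arbitrary division.

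SAM, written anew and run with 6 permutations on all probes of the authors' table at q under 0.05, called 49 transcripts of 29 genes higher after 5-Aza-CdR in NC siRNA cells. That is lower than the study gives. In SRCAP siRNA cells it called 212 transcripts of 165 genes. That is higher than the study gives. Of the transcripts 40 were shared, which is 81.6% of the NC list and 18.9% of the SRCAP list. No transcript was lower with either siRNA and none was called for the knockdown.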
